A study of Mus musculus with 45 samples.

How the data were processed

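The series holds m6A immunoprecipitation sequencing (MeRIP-seq) of mouse tissues. In this assay fragmented RNA is captured with an antibody against N6-methyladenosine, and the captured RNA (IP) and the RNA before capture (input) are sequenced as separate libraries. The labels name 4 tissues (brain, intestine, liver and kidney) of male C57BL/6 mice aged 4 weeks, kept either germ-free (GF, in isolators, without culturable microbes) or specific pathogen free (SPF). A total of 45 libraries was analysed. Brain, intestine and liver had 3 libraries in each combination of library kind and housing. Kidney had 1 GF IP, 3 SPF IP, 3 GF input and 2 SPF input libraries. Libraries were grouped by the labels' tissue, library kind and housing, and each is named here by the number at the end of its title: 1 to 3 for GF IP, 4 to 6 for SPF IP, 7 to 9 for GF input and 10 to 12 for SPF input.

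Per the labels' protocols, polyA-selected and ribodepleted RNA was fragmented and captured with a commercial m6A kit, stranded libraries were made, and 100-base paired reads were produced. The labels and file headers do not name the aligner, the counting program or their settings. The authors deposited a file for each library with TPM values (transcript abundance scaled to a total of 1000000 per library) for 61642 transcripts with UCSC known-gene identifiers, the positions of their exons and their exonic length. The genome build is not stated; the scaffold names in the files are those of mm10. Peak positions were not used here, so values refer to whole transcripts and not to methylated sites. TPM divides the reads of a transcript by its length and scales each library to the same total, so a gene's value also moves when a few other genes take more of the library.

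The product of TPM and length was a whole multiple of a single step for 100% of transcripts in every library, and this step returned the number of reads (or read pairs, which the files do not tell apart) behind each value. These recovered reads give the depth. They were used as an alternative and for checks, while the main tests used TPM, because the deposited unit is TPM and the counts are inferred. The smallest share the depth could show, set at 3 reads, was between 0.170 and 0.687 RPM (reads per 1000000) across the 45 libraries. Such floors cover counting error only, since reads copied by PCR are not independent molecules.

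Transcripts were assigned to genes of the GENCODE vM21 annotation of GRCm38, the assembly that mm10 corresponds to. As a check of the build, 0 of the 61396 transcripts on the 22 chromosomes compared ended beyond their chromosome. An identical intron chain assigned 42026 transcripts, an overlap of at least 50% of exonic bases on the same strand assigned 12678, and 6938 stayed under their own identifier; 88.7% were assigned. TPM values were summed per gene, which gave 32409 features. Gene coordinates are GRCm38 positions from that annotation, counted from 1. Of protein-coding transcripts that share all their exonic bases with other transcripts, 98.8% were listed at 0 in all 45 libraries, so low values of genes with several overlapping transcripts were not taken as absence of expression. A value of 0 is described as listed at 0.

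Tests were run with limma 3.58.1 in R 4.3.3 with the data.table package, version 1.17.8, on log2(TPM + 1), with a trend in the prior variance, for genes with a mean of at least 1 TPM over the fitted libraries. Log2 changes are on this scale and understate changes of genes with low values. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were counted. The design written before the data were examined set limma on this scale as the test if the files held TPM alone, which they did. Each GF against SPF comparison of input used the input libraries of 1 tissue. Each IP against input comparison used all libraries of 1 tissue with housing as a covariate. The GF against SPF difference of IP enrichment was the interaction of library kind and housing within a tissue. Kidney, with 1 GF IP library, has no replicate check for that difference, and only its values are given. Differences between tissues were F tests of the interaction terms over all input libraries, over all 45 libraries, and over the 36 libraries of brain, intestine and liver. Tables were read and plotted with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

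The genes to be named were also fixed by rule before the data were examined. For GF against SPF they had an adjusted p-value under 0.05, a mean of at least 5 TPM and ranges of GF and SPF values that did not overlap, and the 3 largest changes in each direction were taken. Where none passed, the 2 smallest p-values were taken. For IP against input the 2 largest ratios at a mean of at least 20 TPM were taken. Lists written in advance covered tissue markers, sex markers, 19 m6A writers, erasers and readers, 11 genes with a known intestinal response to microbes, and Nnt as a substrain check. Of the 11 response genes, 10 were in the files; the remaining gene was not analysed here. Of the genes that met the rule in liver input, 1 is not reported here.

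The tests were checked on simulated data with the real genes' means and library sizes, in which 200 genes were changed by 2 on the log2 scale, over 5 simulated sets each, raised from 1 after the share of false calls in a first run had been seen. The spread between simulated replicates was set by hand, with a fixed value for input and another for IP, and was not fitted to these data. No simulated library missed genes beyond that spread. The percentages below therefore describe this setting and are not the power or error of the real comparisons. For brain input, GF against SPF, 97.5% of changed genes were recovered among 9795 to 9878 genes, and 6.05% of calls were false. For brain IP against input, 99.6% were recovered among 9954 to 10013 genes, with 6.24% false. For the brain difference of enrichment, 53.5% were recovered among 9988 to 10060 genes, with 6.11% false. The F tests between tissues were less exact. Housing by tissue in input recovered 71.1% among 9593 to 9612 genes with 11.9% false calls, enrichment by tissue recovered 83.5% among 9592 to 9643 genes with 18.9% false, and the 3-way test recovered 14.4% among 9948 to 9968 genes with 23.6% false.

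The alternatives fixed before the data were examined were no filter, a mean of at least 5 TPM, quantile normalization, median-ratio scaling, a pseudocount of 0.1, removal of 11 mitochondrial and ribosomal RNA features with rescaling, the highest transcript per gene in place of the sum, and leaving out each replicate number. A single fit over all input libraries, limma library weights, and the replicate number as a block were fixed in advance for the comparisons they apply to. Alternatives chosen after seeing the data were genes with 1 transcript, limma voom on the recovered reads, a mean of at least 10 reads, leaving out kidney, and pairing IP library n with input library n + 6. The block rests on the numbers in the titles, which recur across tissues. The labels do not say whether libraries with the same number come from the same mouse, nor that IP and input libraries are paired. No library was left out of the comparisons it belongs to.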

Results

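The transcriptomes of brain, intestine, liver and kidney were compared between GF and SPF mice before (input) and after (IP) capture of m6A-containing RNA fragments, to ask how mRNA abundance and mRNA m6A differ with the presence of a microbiota. Reads assigned to transcripts, recovered from the TPM values, ranged from 8944050 to 16037436 in the 6 brain inputs, from 8152664 to 14539210 in the 6 intestine inputs, from 13336025 to 17463390 in the 6 liver inputs and from 9033390 to 17698546 in the 5 kidney inputs. The ranges of the IP libraries lay lower, from 5048996 to 10320306 in brain, from 4364044 to 12266678 in intestine, from 7029691 to 15944220 in liver and from 4678796 to 11901434 in kidney.

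In brain, intestine and liver, every IP library listed fewer genes above 0 than every input of the tissue. In brain, inputs listed 14157 to 16406 genes and IP libraries 6802 to 11752. In intestine the ranges were 11467 to 15245 and 6052 to 10507, and in liver 10801 to 11370 and 6738 to 8734. In kidney the ranges overlapped, with 4974 to 14574 genes in inputs and 3845 to 7750 in IP libraries. Among the kidney inputs, SPF 12 stood apart with 4974 genes from 9033390 reads, and the gene Gpx3 alone held 31.6% of its TPM against 9.25% to 18.2% in the other kidney inputs. Kidney IP SPF 6 listed 3845 genes. Within the brain IP libraries, SPF 4 and SPF 6 listed 7069 and 6802 genes, while the 3 GF libraries listed 9779 to 11752, so the number of detected genes was partly aligned with housing in this tissue.

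**Figure D1:**
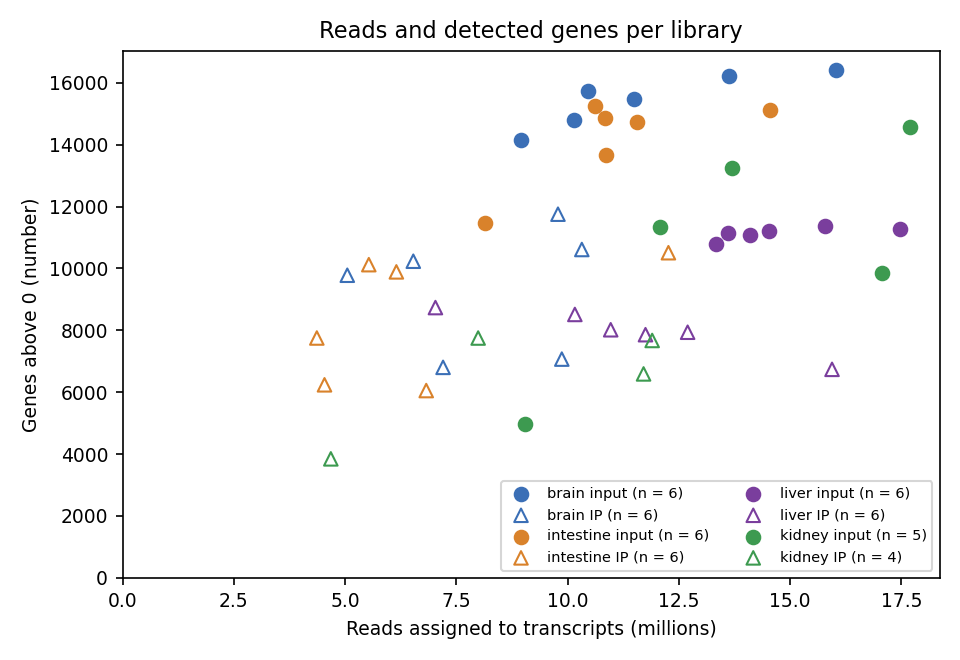
Reads assigned to transcripts (x axis, in units of 1000000 reads) and genes listed above 0 (y axis, number) for each of the 45 libraries, coloured by tissue, with filled circles for input and open triangles for IP. Brain inputs reach 16406 genes, and the kidney input at 4974 genes and the kidney IP library at 3845 genes are the lowest of their kinds.

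The tissue labels were checked against the expression profiles. Each of the 45 libraries had its highest rank correlation across genes with the mean of the other libraries of its own tissue. Snap25 was at 1264 to 2465 TPM in brain inputs and at most 9.67 TPM in the inputs of the other tissues. Vil1 was at 1045 to 1787 TPM in intestine inputs, and Alb at 93026 to 131900 TPM in liver inputs. The kidney marker Umod was listed at 0 in all libraries, kidney included, and so was the Y-linked gene Ddx3y, although all mice were male. Xist was listed at no more than 10 reads in any library. Umod and Xist have 2 transcripts each in the files and Ddx3y has 3, and Gapdh, with 2 transcripts, had at most 22 reads, so these 4 genes could not serve as checks. Nnt, with 6 transcripts, had at most 42 reads in any library and gave no substrain check.

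Replicates of the same group had Pearson correlations of log2(TPM + 1) across genes between 0.899 and 0.982 among the inputs of brain, intestine and liver, and between 0.924 and 0.963 among the kidney GF inputs. The 2 kidney SPF inputs correlated at 0.742. In brain, intestine and liver the IP replicates correlated less than the inputs of the same tissue and housing, from 0.704 in brain SPF to 0.938 in liver SPF. In kidney SPF the IP replicates correlated at 0.630 to 0.747. No 2 libraries of a group held identical values. These correlations are across genes, which are not independent replicates.

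Differences in mRNA level between housing groups were tested first in the input libraries of each tissue. In brain (3 GF, 3 SPF), 8 of 10141 genes had a limma adjusted p-value under 0.05, 6 higher and 2 lower in GF, and 1921 genes (18.9%) had an unadjusted p-value under 0.05. The number was most sensitive to a single library, and rose to 1060 genes when SPF replicate 10 was left out. In intestine (3 and 3), 5 of 8038 genes passed, 4 higher and 1 lower in GF. In liver (3 and 3), 21 of 5980 genes passed, 6 higher and 15 lower. In kidney (3 GF, 2 SPF), 0 of 7677 genes passed and 225 had an unadjusted p-value under 0.05. The median log2 change over all tested genes was 0.02 in brain, -0.14 in intestine, -0.07 in liver and 0.77 in kidney. With a single fit over all inputs, the kidney count was 2126, most of them (1804) in the direction of that shift.

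In brain input, the largest difference was in Gm15564 (ENSMUSG00000086324.8, antisense RNA, chromosome 16, 35966752 to 35983230, minus strand). It was at 264 ± 113 TPM in GF and 6.26 ± 1.65 TPM in SPF (mean ± SD, n = 3 each), a log2 change of 5.14 ± 0.29 (SE) with a limma adjusted p-value of 0.00115. The reads behind these values were 410 to 1227 per GF library and 9 to 17 per SPF library. Mir703 (ENSMUSG00000105814.1, chromosome 5, 98475556 to 98475664, minus strand), 109 bases long, also met the naming rule with a log2 change of 3.65 (limma adjusted p-value 0.0256). This difference rested on 3 to 13 reads per GF library and 0 reads in each SPF library.

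In intestine input, 4 genes met the naming rule, each with a limma adjusted p-value of 0.0352. Reg3b (ENSMUSG00000071356.7, chromosome 6, 78370657 to 78373466, plus strand) was lower in GF, with 660 ± 339 TPM against 16123 ± 7158 TPM in SPF (mean ± SD, n = 3 each) and a log2 change of -4.62 ± 0.49 (SE). Fgf15 (ENSMUSG00000031073.6, chromosome 7, 144896531 to 144900953, plus strand) was higher in GF, with 20.5 ± 8.45 TPM against 0.447 ± 0.219 TPM and a log2 change of 3.81 ± 0.40. Its SPF values rested on 3 to 8 reads per library. Slc5a4b (ENSMUSG00000020226.9, chromosome 10, 76057494 to 76110961, minus strand) rose from 15.1 ± 5.01 TPM in SPF to 134, 106 and 106 TPM in the 3 GF libraries, and Rdh7 (ENSMUSG00000040134.8, chromosome 10, 127884028 to 127888817, minus strand) from 16.2 ± 5.25 TPM to 113 ± 16.9 TPM. The adjusted p-values lay close to the threshold. With median-ratio scaling 1 gene passed, and it was lower in GF. Under that scaling Reg3b, the only lower gene that passed in the main test, had a limma adjusted p-value of 0.105, and Fgf15 had 0.0886. None of the genes that passed in the main test therefore remained past the threshold.

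Of the 11 genes listed in advance for their response to microbes in the intestine, 6 reached 1 TPM in intestine input. All 6 were lower in GF, with log2 changes from -4.63 to -1.29, each with an unadjusted limma p-value under 0.05, and 1 of them (Reg3b) passed the adjustment over all genes. The direction was the same for all 6 under quantile normalization, median-ratio scaling, removal of mitochondrial and ribosomal RNA, and voom on the recovered reads.

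In liver input, Cyp4a12b (ENSMUSG00000078597.2, chromosome 4, 115411624 to 115439034, plus strand) was higher in GF by 2.18 ± 0.31 (SE) on the log2 scale (24.3 ± 1.53 against 4.98 ± 2.50 TPM, mean ± SD, n = 3 each), and Srd5a1 (ENSMUSG00000021594.11, chromosome 13, 69573449 to 69611442, minus strand) by 1.37 (78.7 ± 8.16 against 30.2 ± 6.97 TPM). Csad (ENSMUSG00000023044.2, chromosome 15, 102176999 to 102204724, minus strand) was lower in GF, with 46.0 ± 18.8 against 359 ± 161 TPM and a log2 change of -2.90. Cyp3a11 (ENSMUSG00000056035.8, chromosome 5, 145854426 to 145879964, minus strand) was at 680 ± 274 against 3195 ± 474 TPM, a log2 change of -2.30, and Asns (ENSMUSG00000029752.12, chromosome 6, 7675169 to 7693254, minus strand) at 3.81 ± 1.45 against 19.8 ± 7.40 TPM, a log2 change of -2.09. The limma adjusted p-values of these 5 genes lay between 0.0248 and 0.0392. Cyp4a12b and Cyp3a11 belong to families of closely related genes, and their values are uncertain where reads were shared with a paralog.

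**Figure D2:**
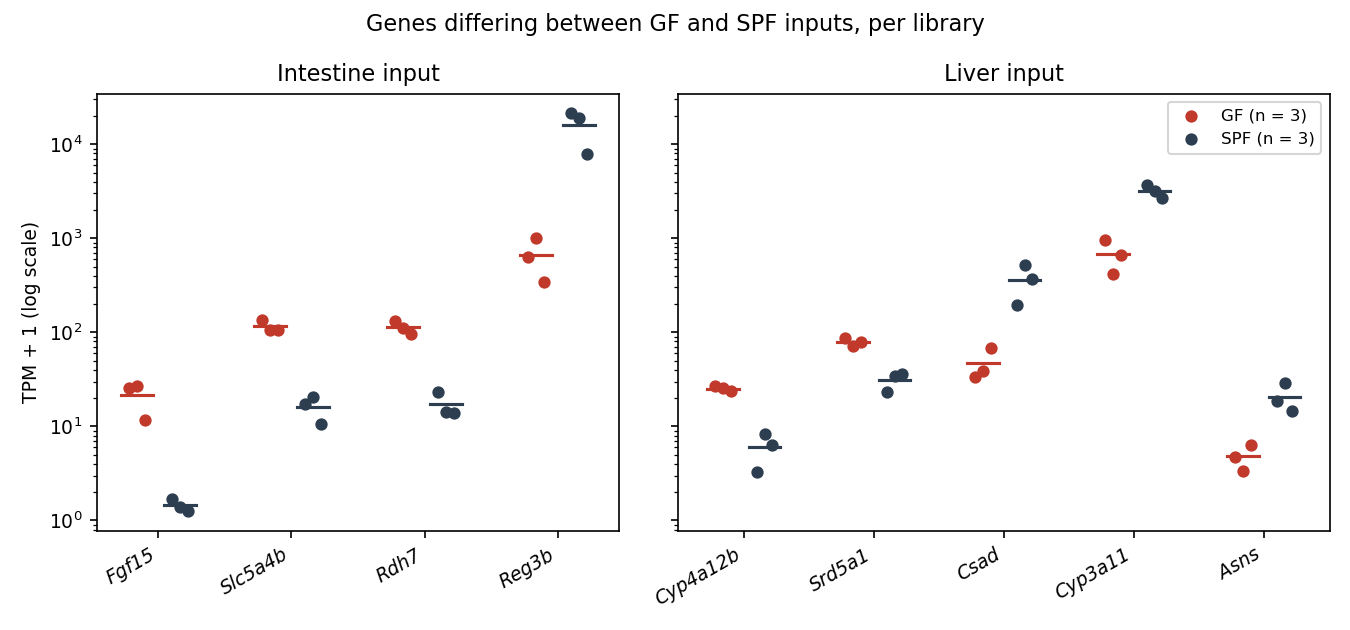
TPM + 1 (y axis, log scale) of the genes described for intestine input and liver input, with a point for each of 3 GF and 3 SPF libraries and a bar at the mean. The GF and SPF points of each gene do not overlap, from Reg3b at means of 660 and 16123 TPM to Asns at 3.81 and 19.8 TPM.

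In kidney input no gene passed. The smallest p-values belonged to mt-Co1 (ENSMUSG00000064351.1, mitochondrial genome, 5328 to 6872, plus strand), with 12999 ± 4202 TPM in 3 GF libraries and 1838 ± 670 TPM in 2 SPF libraries (mean ± SD), and to Mir7666 (ENSMUSG00000098431.1, chromosome 8, 40307875 to 40307929, minus strand), with 13 to 15 reads per GF library and 0 in SPF. Both had a limma adjusted p-value of 0.570.

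The 19 m6A writer, eraser and reader genes were examined because a change in them would bear on the IP comparison. Between 9 and 11 of them reached 1 TPM in a tissue, and 0 passed the adjusted threshold in any of the 4 input comparisons. An unadjusted p-value under 0.05 was reached by 2 in brain, 1 in intestine, 1 in liver and 0 in kidney. The smallest p-value in brain was that of Rbm15 (ENSMUSG00000048109.10), with 4.00 ± 0.618 TPM in GF and 1.88 ± 1.09 TPM in SPF (mean ± SD, n = 3 each) and a limma adjusted p-value of 0.220. In intestine and liver it was that of Igf2bp3 (ENSMUSG00000029814.10), with log2 changes of -1.51 and -0.47 and limma adjusted p-values of 0.726 and 0.501. In kidney it was that of Wtap (ENSMUSG00000060475.13), with a limma adjusted p-value of 0.570. All 9 tested list members were higher in GF kidney, relative to a median shift of 0.77 over all genes, and after median-ratio scaling 5 were higher and 4 lower; with voom, where the median shift was 1.40, all 9 were higher. In intestine all 11 tested members were lower in GF, 10 of 11 after median-ratio scaling or quantile normalization, and 11 of 11 with voom.

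Across the genes tested in each pair of tissues, the GF to SPF log2 changes of input were nearly uncorrelated. Pearson's r lay between -0.13 (brain and liver, 5332 genes) and 0.13 (brain and kidney, 6562 genes). Whether the housing difference differed between tissues was tested directly over all 23 inputs, and 67 of 9817 genes had a limma adjusted p-value under 0.05. With the replicate number as a block across tissues, 20 genes passed. Over all genes, libraries with the same number in different tissues did not deviate together. Among the inputs of brain, intestine and liver, the deviations from the group means correlated at -0.01 on average in 18 pairs of libraries with the same number and at 0.01 in 36 pairs with different numbers; among IP libraries these means were -0.02 and 0.01. Leaving out replicate 7 in all tissues gave 17 genes, and leaving out the filter on low values gave 251.

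Enrichment in the m6A immunoprecipitate was measured as the log2 ratio of IP to input TPM in each tissue. In brain, 3707 of 10245 genes had a limma adjusted p-value under 0.05, 1893 higher and 1814 lower in IP (6 IP and 6 input libraries). Among genes with a single transcript in the files the number was 2259, the alternative that moved it most. In intestine, 2937 of 8320 genes passed, 1430 higher and 1507 lower. In liver, 2842 of 6489 passed, 2053 higher and 789 lower, with a median log2 ratio over all genes of 0.27. In kidney, with 4 IP and 5 input libraries, 100 of 7802 genes passed, 89 higher and 11 lower.

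The gene with the largest ratio at a mean of at least 20 TPM was Rpp25l (ENSMUSG00000036114.3, chromosome 4, 41712033 to 41713534, minus strand) in 3 tissues. In liver it was at 250 ± 66.2 TPM in IP and 5.20 ± 2.31 TPM in input (mean ± SD, n = 6 each), a log2 ratio of 5.37 ± 0.24 (SE) with a limma adjusted p-value of 3.6e-09. In intestine its log2 ratio was 4.61 (560 ± 224 against 21.2 ± 5.63 TPM) and in brain 3.54 (90.8 ± 36.0 against 6.66 ± 2.21 TPM). Gemin7 (ENSMUSG00000044709.6, chromosome 7, 19564946 to 19577595, minus strand) followed in brain with a log2 ratio of 3.37 (657 ± 263 against 59.0 ± 6.30 TPM). Mfsd5 (ENSMUSG00000045665.5, chromosome 15, 102279454 to 102281754, plus strand) followed in intestine with 4.09 (452 ± 115 against 25.6 ± 7.10 TPM), and had a log2 ratio of 6.17 in kidney (limma adjusted p-value 0.00661). Gm15564 was the other gene of highest ratio in liver (5.31) and kidney (6.73), where its SD reached 355 TPM around an IP mean of 334 TPM in 4 kidney libraries. Its kidney inputs held 0 to 2 reads in GF and 0 to 1 in SPF. The size of the kidney ratio therefore depends on the 1 TPM added before the logarithm, and it ranged from 5.52 to 9.28 over 21 other settings. Its liver inputs held 1 to 81 reads in GF and 0 to 5 in SPF.

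The ratios of GF and SPF mice were correlated across genes, least in kidney. Pearson's r between the GF ratio and the SPF ratio was 0.82 in liver, 0.81 in intestine, 0.64 in brain and 0.47 in kidney. Between tissues, r ranged from 0.60 (brain and kidney) to 0.81 (intestine and liver). Of 5345 genes tested in brain, intestine and liver, 652 were higher in IP in all 3 tissues, 382 were lower in all 3, and 29 were higher in at least 1 tissue and lower in another. The test of the difference between tissues found 1099 of 10204 genes over all 45 libraries, and 908 with the replicate number as a block. With voom on the recovered reads 463 genes passed, and without the filter on low values 2186.

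**Figure D3:**
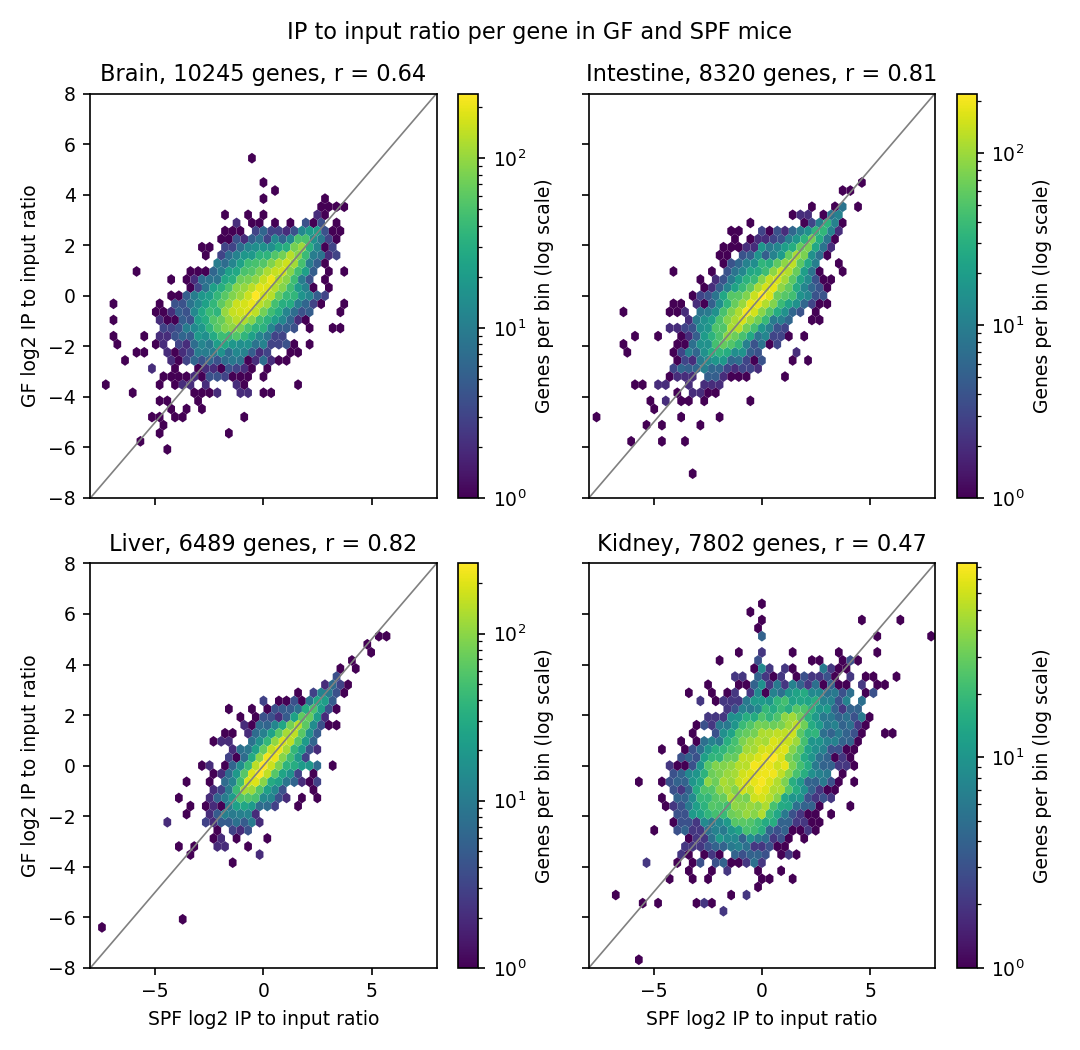
Log2 ratio of IP to input in SPF (x axis) and GF (y axis) mice for every tested gene of each tissue, as hexagons shaded by the number of genes on a log scale, with the line of equality. Pearson's r across genes is 0.64 in brain, 0.81 in intestine, 0.82 in liver and 0.47 in kidney.

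The central comparison was whether the IP to input ratio differed between GF and SPF mice within a tissue. In brain, 2 of 10245 genes had a limma adjusted p-value under 0.05, both higher in GF, and 823 genes (8.03%) had an unadjusted p-value under 0.05. The median difference over all brain genes was 0.36, in the same direction, and -0.10 after median-ratio scaling, under which 2 genes also passed. In intestine, 0 of 8320 genes passed and 155 had an unadjusted p-value under 0.05. In liver, 0 of 6489 genes passed and 138 had an unadjusted p-value under 0.05. The brain number was most sensitive to IP replicate 5, without which it was 849; the SPF IP libraries that then remained, 4 and 6, are those with 7069 and 6802 detected genes. In kidney, the difference between the GF and SPF log2 ratios had a median of 0.02 and quartiles of -0.99 and 1.05 over 7802 genes, without replication of the GF IP library.

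The brain genes were short RNAs. Snord104 (ENSMUSG00000065126.1, chromosome 11, 106500993 to 106501062, plus strand) had a log2 difference of 6.85 ± 0.66 (SE) and Mir7666 one of 6.82 ± 0.62, each with a limma adjusted p-value of 0.00149. In the 3 SPF IP libraries both were listed at 0, and in the 3 GF IP libraries Snord104 had 12 to 33 reads and Mir7666 17 to 33. Their input values overlapped between housing groups, with 105 ± 11.9 and 143 ± 55.4 TPM for Snord104 in GF and SPF (mean ± SD, n = 3 each).

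The smallest p-values of the other tissues did not pass. In intestine they were those of Rab33a (ENSMUSG00000031104.2) and Kcnmb4 (ENSMUSG00000054934.10), with log2 differences of 3.31 and -3.13 and a limma adjusted p-value of 0.99963 for both. In liver they were those of Ube2cbp (ENSMUSG00000032415.14) and an antisense RNA of 741 bases (ENSMUSG00000085227.1), with log2 differences of 2.75 and 2.45 and limma adjusted p-values of 0.853. Rab33a was listed at 0 in all 3 SPF IP libraries against 105 to 278 reads in GF IP, and Kcnmb4 had 0 to 3 reads in GF IP against 25 to 89 in SPF IP. In the m6A list, 0 genes had an adjusted or unadjusted p-value under 0.05 for this difference in brain, intestine or liver. In the response list 0 genes had one in intestine. With voom on the recovered reads, 1 m6A gene had an unadjusted p-value under 0.05 in brain and 1 in liver. With median-ratio scaling 1 had one in brain. No m6A gene passed the adjustment under these settings. The test of whether the difference itself varied between brain, intestine and liver found 17 of 10176 genes, and 9 with the replicate number as a block. Leaving out replicate 5 moved this number most, to 569.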

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

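In this part the fit with voom was chosen after its result had been seen, and the other tests were written down before theirs, though on gene numbers already known; the splits that keep IP n and input n + 6 together and those without kidney were added late. All results in this part stood out because an effect differed between tissues in a test of the interaction.

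In the inputs, 67 genes had a GF to SPF difference that differed between the 4 tissues (limma, adjusted p-value under 0.05). Among the named genes these were Fgf15 (2.81e-06), Slc5a4b (6.68e-05) and Reg3b (0.000172), which differed between housing groups in intestine, and Csad (0.0220) and Asns (0.0494), which differed in liver; the values in brackets are limma adjusted p-values of the difference between tissues. All 3 GF and 3 SPF values of each gene were apart in the tissue named. Leaving out kidney gave 82 genes. This does not decide whether 1 kidney library with few genes was behind the 67. It also takes the least correlated input replicates (0.742 in kidney SPF) out of the fit and changes which tissues are compared. If genes with few reads were behind the 67, a minimum of 10 mean reads would lower the number, but it was then 72. A mean of at least 5 TPM did lower it, to 27, so a part played by genes with low values is not excluded. Splits of the replicate numbers were less clear. When the GF and SPF names were redistributed over numbers 7 to 12, the same way in all tissues so that libraries with the same number stayed together, 2 of the 10 splits gave at least 67 genes. The other one, numbers 7, 9 and 11 against 8, 10 and 12, gave 3016 genes. That split sets kidney inputs 8 and 12, with 9852 and 4974 genes above 0, against kidney inputs 7, 9 and 11, with 14574, 13243 and 11335. With 10 splits the share cannot fall under 0.1, and number 10 has no kidney input, so the kidney groups change size between splits. Without kidney, 2 of the 10 splits gave at least the 82 genes of the real one, with 616 in the other, so kidney alone is not behind this. In simulated data this F test made 11.9% false calls. A response of intestine and liver to housing may account for the named genes, but the number as a whole cannot be told apart from an uneven grouping of libraries. A gene with low values in the other tissues can also pass this test, because the log2 scale understates its change there. Passing therefore does not show that tissues with similar expression respond differently.

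For the IP to input ratio, 1099 genes differed between tissues. The named genes among them were Rpp25l (0.0268), Mfsd5 (0.0148) and Gm15564 (0.0187), again with limma adjusted p-values of the difference. IP and input names were redistributed over the replicate numbers within each housing group, the same way in all tissues, and 1 of 100 such splits, the real one, gave as many genes. Another split came close with 1054 genes, and 39 of the other splits gave 0. The simulated data gave 18.9% false calls for this test. A difference between tissues in m6A could be behind part of the 1099, but the test does not separate it from a difference in expression. Genes were kept by their mean over all fitted libraries, and the log2 scale understates the ratio in a tissue where values are low. The number fell to 463 with voom on the recovered reads and to 473 with a pseudocount of 0.1, and the cause of these falls was not tested. No technical explanation other than the grouping of libraries was tested, so the 1099 cannot be ascribed to biology.

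The GF to SPF difference of the IP to input ratio differed between brain, intestine and liver for 17 genes. The named ones were Mir7666 (0.00343), which is higher in GF in brain IP, Rab33a (0.00343) and Kcnmb4 (0.00119), which had the smallest p-values in intestine without passing there. Of the 17 genes, 16 (94.1%) were listed at 0 in all 3 IP libraries of some housing group in some tissue, against 39.0% of all genes in the test. Redistributing the GF and SPF names over IP numbers and over input numbers gave at least 17 genes in 28 of 100 splits, and with IP n and input n + 6 kept on the same side in 2 of 10, the real one included. The simulated data gave 23.6% false calls. A value of 0 in a whole IP group is also what a large housing difference or a gene silent in 1 tissue would give, and genes chosen for large differences would show it more often, so the share does not favour missing transcripts over biology. The 17 genes cannot be told apart from an arbitrary grouping of libraries.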

How the results depend on the processing

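The direction of every named gene was the same under all settings in which it was tested. Of 605 recomputed values, 521 stayed on their side of the limma threshold, 80 lost it, 4 gained it and 0 changed sign. The 521 include values of genes that did not pass in the main test. Fits without a replicate gave 261 of the 605 values. In such fits, genes named for GF and SPF ranges that did not overlap could not change sign. The constant direction was thus partly fixed by how genes were chosen. Of 292 recomputed gene counts, 201 stayed within 1.5 times the reported number and 91 did not. Where no cause is given, the cause was not tested.

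For GF against SPF in brain input (8 genes), the count was 3 with no filter, 2 at a mean of at least 5 TPM, 5 with quantile normalization, 3 with median-ratio scaling, 4 among genes with 1 transcript, 1 at a mean of at least 10 reads and 78 in one fit over all input libraries. In intestine input (5 genes) it was 0 with no filter (891 at an unadjusted p-value under 0.05), 1 with quantile normalization, 1 with median-ratio scaling, 13 with voom on recovered reads and 87 in the fit over all inputs. In liver input (21 genes) it was 3 with no filter. In kidney input (0 genes, 225 unadjusted) it was 2126 in the fit over all inputs, which takes its spread mostly from the other tissues. Gm15564 in brain passed under all 17 settings tried. Reg3b passed under 9 of 17 and Fgf15 under 8 of 17. In liver input, Cyp4a12b and Cyp3a11 passed under 11 of 17 settings each. Csad passed under 11 of 16, Asns under 10 of 17 and Srd5a1 under 8 of 16. Of the m6A genes, Rbm15 in brain passed under 1 of 15 settings (limma adjusted p-value 0.0363, without replicate 10) and Wtap in kidney under 1 of 13 (0.0294, in the fit over all inputs).

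For IP against input, brain (3707) fell to 2259 among genes with 1 transcript. Kidney (100) gave 52 with no filter, 164 at a mean of at least 5 TPM, 413 with quantile normalization, 20 with median-ratio scaling, 56 with a pseudocount of 0.1, 192 with voom, 2516 with library weights, and 0 (687 unadjusted) when IP n and input n + 6 were taken as a pair. Counts in intestine and liver stayed within 1.5 times under every setting.

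For the GF to SPF difference of enrichment in brain (2 genes), the count was 28 with no filter, 43 with a pseudocount of 0.1 and 32 with voom. In intestine and liver it was 0 under every setting that kept all libraries, with 155 and 138 genes at an unadjusted p-value under 0.05 as reported. Of the short RNAs, Snord104 and Mir7666 passed in brain under 23 of 24 settings each. Mir703 in brain input passed under 10 of 16 settings and was not tested at a mean of at least 10 reads.

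For housing by tissue in input (67), the count was 251 with no filter, 27 at a mean of at least 5 TPM, 39 with median-ratio scaling, 38 among genes with 1 transcript, 152 with voom and 20 with the replicate block. For enrichment by tissue (1099) it was 2186 with no filter, 732 at a mean of at least 5 TPM, 1773 with quantile normalization, 473 with a pseudocount of 0.1, 672 among genes with 1 transcript and 463 with voom. For the 3-way test (17) it was 130 with no filter, 4 at a mean of at least 5 TPM, 7 with quantile normalization, 6 with median-ratio scaling, 9 among genes with 1 transcript, 10 at a mean of at least 10 reads and 9 with the replicate block.

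Leaving out one replicate at a time gave 2 to 1060 genes in brain input (6 fits), 0 to 10 in intestine input (6 fits) and 0 to 19 in liver input (6 fits). In intestine 5 of the 6 fits gave 0, with 259 to 564 genes at an unadjusted p-value under 0.05, and in liver the fit without replicate 11 gave 0, with 389. IP against input gave 3040 to 4551 genes in brain, 2451 to 3342 in intestine, 2478 to 3207 in liver and 2 to 357 in kidney. The difference of enrichment gave 2 to 849 genes in brain (12 fits), 0 to 2 in intestine and 0 to 1 in liver. Housing by tissue gave 17 to 107 genes (4 fits), enrichment by tissue 693 to 1651 (11 fits), and the 3-way test 6 to 569 (12 fits). Kidney input without 11 or 12, housing by tissue without 11 or 12, and enrichment by tissue without 2 were not run, because a group would have been left with 1 library or none.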

Other observations

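In this part, the tests of library size and of reads overlapping more than 1 transcript were chosen after their result had been seen, and that of ribosomal RNA after part of it had been seen. The others were written down first, though on patterns already noticed in the same data, and the splits that keep IP n and input n + 6 together were added late.

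For each count of genes, other splits of the same libraries were run. In brain, intestine and liver input, 1 of the 10 splits, the real one, gave as many genes (8, 5 and 21), and the highest number in another split was 2, 1 and 2. A design of 3 against 3 cannot give a share under 0.1. For IP against input, 1 of 100 splits within housing groups gave as many genes in each of brain, intestine and liver, and 1 of 40 in kidney. For the difference of enrichment, 22 of 100 splits gave at least 2 genes in brain, with 14 in the highest other split. In intestine and liver, where 0 genes passed and 155 and 138 had an unadjusted p-value under 0.05, all 100 splits gave at least 0, as any split must, and the highest other split gave 1478 and 37 genes. These splits move IP and input numbers independently. When IP n and input n + 6 were kept on the same side, 2 of the 10 splits, the real one included, gave at least 2 genes in brain. With 10 splits this cannot decide, and the brain difference of enrichment cannot be told apart from an arbitrary grouping of libraries.

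The brain IP comparison had 823 genes (8.03%) at an unadjusted p-value under 0.05. Among the 5512 genes above 0 in all 12 brain libraries the share was 6.17%, with 0 adjusted. The excess over 5% fell by more than 0.5 of its size, in line with a part played by libraries that miss genes altogether, although this selection also removes genes absent from a whole housing group. For Mir7666 and Snord104, the housing split set 2 short features (under 200 bases) at 0 on one side and above 0 on the other, and of the 10 splits of the 6 brain IP libraries 2 gave at least as many, the housing split itself and 1 other, so dropout of short features remains a candidate explanation. No biological explanation could be separated.

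Brain input had 1921 genes at an unadjusted p-value under 0.05 against 8 adjusted. A loess correction on GC content and transcript length in each library, for the 99.9% of genes with a GC value, left 1521 genes and 1 adjusted, and median-ratio scaling left 2071. Neither removes most of the excess. Gm15564 had the largest difference. If it reflected carry-over of ribosomal RNA, the transcript that spans the 45S precursor (Gm26917) would also be higher in GF, but its difference was -0.25 on the log2 scale and the ranges overlapped. Gm15564 also varied widely within IP groups, from 79 to 1689 reads in kidney SPF IP, and among the liver GF inputs, from 1 to 81 reads. Its difference in brain may reflect housing or an unrecorded difference between the mice or the libraries of the 2 groups, which the design does not separate.

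Many genes with several transcripts were listed near 0. Of 15763 protein-coding transcripts of at least 500 bases without any exonic base of their own, 98.8% were at 0 in all 45 libraries, against 19.6% of 8333 transcripts whose bases are all their own, with medians of 0 and 1895 reads. Of 20747 transcripts with 1% to 99% of bases their own, 13.3% were at 0, with a median of 47 reads. The share at 0 therefore did not fall steadily with own bases, although the median rose. The share at 0 among transcripts without bases of their own would follow if reads that overlap more than 1 transcript were not counted. Such a rule could hide Umod, Ddx3y, Xist and Gapdh.

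Some genes were listed at 0 in a library although every other library of the group had at least 100 reads. There were 1356 such cases in 21 IP libraries and 8 in 21 input libraries, with the most (863) in kidney IP SPF 6. Only groups of at least 3 libraries were counted. This left out the kidney GF IP library and both kidney SPF inputs, among them SPF 12, the input with the fewest genes (4974). Scaled by depth, 0 of these cases had fewer than 10 expected reads, and the lowest expectation was 40.0 reads. The minimum of 100 reads in the other libraries already left no room for fewer than 10, so this count was not a test that depth could have passed. Features with at most 2 reads in every input of the tissue had a median of 15 reads in the 15 IP libraries with such cases (the median over libraries), while the same median was 1 to 8 reads in input libraries, each set against the other inputs. Kidney IP SPF 6, with most of the cases, goes against this with a median of 2.5 reads, the lowest of the IP libraries. Few starting molecules amplified many times may play a part in some IP libraries, but capture itself also raises reads in IP, and the cases in kidney IP SPF 6 remain without an explanation.

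The IP to input ratio rose with the mean exon length of the transcript. The median log2 ratio was -0.78 in the fifth of genes with the shortest exons and 0.61 in the fifth with the longest in brain, -0.81 and 0.51 in intestine, and -0.24 and 0.88 in liver. Rank correlations across genes were 0.424, 0.355 and 0.383, and after removing GC content they were 0.443, 0.374 and 0.392, so GC content does not account for the relation. Genes are not independent replicates. One hypothesis is that m6A is more frequent in long exons, but antibody capture of longer uninterrupted fragments was not tested.

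Brain input GF 7 held 866 TPM of Alb, against at most 16.4 in the other 5 brain inputs. Of 8 other genes expressed mainly in liver, listed before the test and above 100 TPM in liver input, all 8 were highest in the same library, at 0.350% to 1.00% of their liver level, with Alb at 0.753%. RNA of liver cells in that library is a candidate source. Brain IP GF 1 was similar, with Alb at 322 TPM and 7 of the 8 genes highest there, and kidney IP SPF 4 held 1607 TPM of Alb with all 8 genes highest, at a median of 1.43% of their liver level. Input GF 7 also had the highest Alb in kidney (53.0 TPM against at most 22.9, with 6 of the 8 genes highest there) and in intestine (8.30 against at most 4.46, with 5 of the 8), so the same number was highest in all 3 tissues other than liver, for which no cause was tested. In intestine IP the highest Alb was in SPF 5 (52.8 TPM against at most 47.1), with 1 of the 8 genes highest there. Housing does not explain the brain values, since GF and SPF inputs overlapped despite a log2 difference of 2.37 in the means, which comes from GF 7.

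Liver genes being highest in brain IP 1 and brain input 7 raised the hypothesis that IP library n and input library n + 6 come from the same RNA, although intestine IP and input do not show this pattern. It was tested on brain SPF and on the GF and SPF groups of intestine and liver. Deviations from the group mean correlated at 0.211 on average in 15 pairs of IP n and input n + 6, and at -0.10 in 30 other pairs of the same tissue and housing. Deviations cancel within a group, so the mean of the other pairs largely follows from that of the matched pairs. It is not separate evidence. Of the 7776 ways to match IP and input libraries within these groups, no other gave as high a mean (one-sided exact permutation p = 0.000129, the smallest possible). The kidney libraries with the fewest genes, IP 6 and input 12, are also such a pair. The libraries therefore may come in pairs that the labels do not record. Fitting these pairs as a block gave 3496 genes for IP against input in brain, 3855 in intestine and 3087 in liver, and 2, 0 and 0 genes for the difference of enrichment, with 787, 251 and 169 at an unadjusted p-value under 0.05. In kidney, where 100 genes passed for IP against input without the pairs, none passed with them. Kidney IP 4 and kidney inputs 7 and 9 have no partner, so few libraries inform that fit. Its outcome does not show that the kidney enrichment is absent.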
